# Global transcriptional response of *Saccharomyces cerevisiae *to the deletion of *SDH3*

**DOI:** 10.1186/1752-0509-3-17

**Published:** 2009-02-06

**Authors:** Donatella Cimini, Kiran R Patil, Chiara Schiraldi, Jens Nielsen

## Abstract

**Background:**

Mitochondrial respiration is an important and widely conserved cellular function in eukaryotic cells. The succinate dehydrogenase complex (Sdhp) plays an important role in respiration as it connects the mitochondrial respiratory chain to the tricarboxylic acid (TCA) cycle where it catalyzes the oxidation of succinate to fumarate. Cellular response to the Sdhp dysfunction (i.e. impaired respiration) thus has important implications not only for biotechnological applications but also for understanding cellular physiology underlying metabolic diseases such as diabetes. We therefore explored the physiological and transcriptional response of *Saccharomyces cerevisiae *to the deletion of *SDH3*, that codes for an essential subunit of the Sdhp.

**Results:**

Although the Sdhp has no direct role in transcriptional regulation and the flux through the corresponding reaction under the studied conditions is very low, deletion of *SDH3 *resulted in significant changes in the expression of several genes involved in various cellular processes ranging from metabolism to the cell-cycle. By using various bioinformatics tools we explored the organization of these transcriptional changes in the metabolic and other cellular functional interaction networks.

**Conclusion:**

Our results show that the transcriptional regulatory response resulting from the impaired respiratory function is linked to several different parts of the metabolism, including fatty acid and sterol metabolism.

## Background

Mitochondrial respiration plays a central role in energy metabolism in eukaryotic cells. It is involved in generating energy, primarily in the form of ATP, upon oxidation of different carbon sources such as ethanol, pyruvate and diverse organic acids. This functionality is conserved across all eukaryotic cells. Consequently, metabolic and regulatory mechanisms governing the mitochondrial energy generation have many implications for the functioning of the cell as a whole. A primary component of mitochondrial metabolism is the TCA cycle which apart from producing NADH needed in the oxidative phosphorylation also supplies precursors for biomass synthesis, e.g. 2-oxoglutarate and oxaloacetate. The coupling between metabolism and oxidative phosphorylation is also reflected in the tight transcriptional regulation of the TCA cycle, for example, as observed in *Saccharomyces cerevisiae *during the diauxic shift between fermentative and oxidative metabolism. The TCA cycle is also known to be transcriptionally regulated in response to oxygen and carbon substrate concentrations. The succinate dehydrogenase complex (Sdhp) serves as a link between the TCA cycle and electron transport chain. Specifically, FADH_2 _produced during oxidation of succinate to fumarate acts as an electron donor for ubiquinone. Thus, the flux through the succinate dehydrogenase reaction is directly coupled with the respiratory capacity of the cell. The respiratory chain itself is believed to be transcriptionally regulated by oxygen and heme concentrations, and several other not well characterized mechanisms, e.g. in response to osmotic stress [1].

Defects in the respiratory chain and related energy metabolism have been shown to be key factors in inducing several human diseases, including diabetes, obesity and certain types of cancers [2-6]. Consequently, respiratory metabolism has been a major focus for studying varying diseases, and there is much interest in using appropriate eukaryotic model systems that can be used for functional studies. The yeast *S. cerevisiae *has been widely used as a model eukaryotic organism as many cellular processes are conserved to humans, and comparatively large amounts of genomic, metabolomic, and proteomic data is readily available. Furthermore, *S. cerevisiae *is industrially used for producing several commodity and high added-value compounds, such as bio-ethanol and insulin. Consequently, there is much interest in developing rational design strategies for metabolically engineering yeast to improve the production of desired compounds. Previous studies have suggested the TCA cycle and energy metabolism as primary targets for certain metabolic engineering problems [7,8].

The Sdhp is a tetramer consisting of two soluble subunits responsible for the dehydrogenase activity, and two hydrophobic subunits that anchor the catalytic subunits to the mitochondrial inner membrane. The *SDH3 *gene in *S. cerevisiae *codes for the cytochrome b component of the complex, and as shown previously [9], disruption of the gene leads to a severe growth defect on non-fermentable carbon sources demonstrating its major role in the complex assembly and function. In light of the importance of Sdh3 for improved understanding of human diseases and metabolic engineering applications, we characterized the physiology of *sdh3*Δ mutant and performed genome wide transcription analysis. The cultivation type was chosen to be batch fermentation with glucose as the sole carbon source so as to have glucose-repressed conditions.

## Methods

### *SDH3 *knockout strain construction

The reference *S. cerevisiae *strain CENPK 113–5D (*Mat a MAL2–8C SUC2 URA3–52*) was used for the construction of the *sdh3*Δ knockout strain through the cloning-free PCR-based allele replacement method previously described [10]. The upstream *SDH3 *fragment was amplified by PCR from genomic DNA using the primers SDH3_Up_Fw (sequence 5'-CCGAAATATGGTAAGAGAAAATG-3') and SDH3_Up_Rv (sequence 5'-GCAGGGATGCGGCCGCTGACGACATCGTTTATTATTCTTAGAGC-3'). Similarly, the downstream *SDH3 *fragment was amplified using the primers SDH3_Dw_Fw (sequence 5'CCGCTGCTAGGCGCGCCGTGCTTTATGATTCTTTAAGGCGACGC-3') and SDH3_Dw_Rv (sequence 5'-GTAATCTGTTATCGATAATCTGCC-3'). Lithium acetate transformation was employed [11]. As described previously [10], *URA3 *from *Kluyveromyces lactis *was used as the selection marker in the transformation process. With this approach, transformants can easily be selected on media lacking uracil, and direct-repeat recombinants can be identified by counter-selecting on media containing 5-Fluoroorotic Acid. The knockout was confirmed by restriction analysis and sequencing (MWG Biotech AG). Yeast extract-peptone-dextrose (YPD) medium, synthetic complete (SC) medium, and SC lacking specific amino acids were prepared as described previously [12].

### Growth conditions

All cultures were grown in minimal media prepared according to Verduyn *et al*. [13] supplemented with 150 mg/liter of uracil to complement auxotrophy for the deletion mutant strain. Before each experiment, cells from 15% glycerol stock preparations were plated on YPD medium (10 g/liter yeast extract, 20 g/liter of peptone, 20 g/liter glucose) and incubated at 30°C for 24–48 h. A single colony was then used to inoculate pre-cultures.

### Batch fermentation

Batch experiments for physiological characterization of the strains were carried out in a Braun Biostat-B reactor with a working volume of 1.5 liter and 10 g/liter initial glucose concentration. A constant pH of 5 was maintained *via *automated addition of 2 M NaOH. Aerobic conditions were established by supplying air at the rate of 1.5 liter/min whereas sparging with pure N_2 _established anaerobic conditions. The concentration of CO_2 _and O_2 _in the exhaust gas was determined by the use of a Brüel & Kjær acoustic gas analyzer (Brüel & Kjær, Denmark). For anaerobic cultivation the medium was supplemented with ethanol-dissolved ergosterol and Tween 80 (Sigma-Aldrich) to a final concentration of 0.01 g/liter and 0.42 g/liter, respectively.

Five liter in-house-manufactured bioreactors with 4 liter working volume were used to carry out aerobic batch cultivations for microarray experiments. The initial glucose concentration was increased to 40 g/liter and therefore the concentration of all medium components was accordingly adjusted. The cultivations were carried out in at least triplicate.

### Chemostat cultivation

C-limited chemostat experiments were also performed in Braun Biostat B with the same process variables as described above for the aerobic batch, at a dilution rate of 0.027 h^-1 ^for the *sdh3*Δ strain and 0.05 h^-1 ^for the wild type strain (WT). Steady state samples for extracellular metabolite analysis were collected after 3 volume changes.

### Inhibitor experiments

Shake flask experiments were also performed to analyse the effects of 3 specific inhibitors of the respiratory chain. The *SDH3 *mutant and the reference strain were grown in minimal media and treated with antimycin (1 *μ*g/ml), oligomycin (3 *μ*g/ml) or carbonyl cyanide m-chlorophenylhydrazone (CCCP) (4.1 *μ*g/ml) (Sigma-Aldrich) during the early exponential phase.

### Sampling

During the course of all cultivations 5 ml samples were withdrawn from the bioreactor at regular time intervals for the determination of dry cell weight and extracellular metabolites. Glucose, ethanol, pyruvate, succinate, acetate, fumarate, citrate, oxaloacetate and malate were quantified by HPLC using a Biorad HPX-87H column.

### RNA isolation and microarray analysis

Duplicate samples for microarray analysis were collected during the aerobic batch experiments with the *sdh3*Δ strain when the glucose concentration had reached 20 ± 2 g/liter. Culture aliquots of 20 ml were transferred to falcon tubes already filled with 25 ml of crushed ice and immediately centrifuged at 4000 rpm for 5 minutes. The pellets were rapidly frozen in liquid nitrogen and stored at -80°C until further use. Total RNA was extracted by using the Fast Pro Red Kit (Obiogene, USA) according to the manufacture's instructions with minor modifications. cRNA was synthesized as described in the Affymetrix GeneChip Expression Analysis Manual, after which 15 *μ*g were hybridized to Yeast Genome S98 oligonucleotide arrays (Affymetrix). Microarrays were scanned in Agilent Gene Scanner (Affymetrix), following which raw data processing was performed with the Microarray Suite software, version 5, with a global scaling factor for target intensity equal to 500. Average difference values, representing the absolute hybridization intensities were then calculated for each probe set. The microarray data was first normalized by using dChip software suit (dChip, version 1.3, Wong Lab, Harvard School of Public Health and Dana-Farber Cancer Institute, Boston MA, USA). Expression levels of all 9335 probes sets were calculated with the Perfect Match model using dChip v1.3. From the 9335 probe sets in the array, the expression level of 6079 annotated unique Open Reading Frames (ORFs) from *Saccharomyces *Genome Database were extracted. Significance of expression change was calculated in terms of *p*-values for all the genes by using Student's t-test.

Microarray data were deposited in the Gene Expression Omnibus (GEO) database  under accession number GSE13924.

### Reporter algorithm

In order to identify key proteins involved in the cellular response to *SDH3 *deletion, we used a systems approach where bio-molecular interaction networks are used as data integration scaffolds [14,15]. Three different interaction networks were used in this study, *viz*. metabolic network [16], regulators/Transcription Factors (TFs)-'regulated genes' network [15], and 'Gene Ontology' (GO)-'associated genes network' [15]. All three networks can be conceptually seen as a graph where the feature nodes (metabolites, GOs or TFs) are connected with the corresponding functionally linked gene nodes. The *p*-values for the individual genes were then mapped on each of these networks and the features with significant transcriptional response in their neighbour genes were identified as reporter features, i.e., reporter metabolites, reporter GOs and reporter TFs. The scoring method used for estimating the significance score for the features is summarized in the following three equations [15]:

(1) *z*_*gene i *_= *cdf*^-1 ^(1- *p*_*gene i*_)

(2) $$z_{feature\;j}=\frac{1}{N}\sum_{k=1}^{N}z_{gene\;k}$$

(3) $$z_{feature\;j}^{corrected}=\frac{\left(z_{feature\;j}-\mu_{N}\right)}{\sigma_{N}}$$

First, p-value for each gene *i *in the network, *p*_*genei*_, was converted into a z-score by using the inverse normal cumulative distribution function (*cdf*^-1^). The resulting z-scores approximately follow a standard normal distribution. The score for each feature *j *(*z*_*featurej*_) was then calculated as the average of the z-scores of its neighbour nodes (equation 2). To assess the significance of each *z*_*featurej*_, it was corrected for the background distribution of z scores, by subtracting the mean (*μ*_*N*_) and then dividing by the standard deviation (*σ*_*N*_) of 10000 random aggregates of size *N *selected from the same data; *N *being the number of neighbours for the feature under consideration. The resulting reporter features can be seen as nodes in the bio-molecular interaction networks around which there are substantial transcriptional changes occurring. These nodes are a metabolite interacting with different enzymes, a transcription factor regulating the transcription of several genes or a common annotation for a group of genes, e.g. GO annotation.

The reporter scores calculated in this study do not require *a priori *selection of a p-value cut-off at the individual gene level. It may be also of interest to observe the enrichment in the number of significantly changed genes around a particular feature, whereas the cut-off level at the individual gene level is chosen *a priori*. The biological meaning of such scoring method is discussed by Oliveira *et al *[15]. The software for calculating such enrichment scores is freely available at: .

### Promoter analysis

A bioinformatics analysis was performed by using Regulatory Sequence Analysis web-tools [17] in order to identify potential regulatory elements in the promoter region (800 bp region upstream of each start codon) of the genes that showed a significant change in expression following the *SDH3 *deletion.

## Results

### Physiological characterization

In order to study the physiological consequences of *SDH3 *deletion, a comparison between the reference and mutant strain was performed under well-controlled aerobic and anaerobic batch fermentations in minimal medium with glucose as the sole carbon source. The *sdh3*Δ mutant showed a lower maximum specific growth rate (0.25 h^-1^) in aerobic growth conditions as compared to the reference strain (0.31 h^-1^). Furthermore, the mutant was incapable of utilizing ethanol as a sole carbon source, as also been reported previously [9]. A similar phenotypic difference was observed in anaerobic batch cultivations, where the maximum specific growth rates were 0.27 h^-1 ^and 0.34 h^-1 ^for the mutant and the reference strain, respectively. Since, under both aerobic and anaerobic conditions the cells are mainly having fermentative metabolism, the lower specific growth rate observed in both conditions are likely to be due to the same mechanisms.

The yield coefficients of biomass and secreted metabolites with respect to consumed glucose are listed in Table 1. We observed a slight increase in succinate production in the mutant strain; yield of 0.0033 g/g-glucose was obtained in anaerobic growth conditions whereas no (or undetectable amounts) succinate was produced by the reference strain. The physiology of the mutant was also characterized in aerobic, glucose limited chemostat cultivations at low dilution rates. The results indicate that the respiratory metabolism is non-functional in the mutant, as pronounced fermentative metabolism was observed at dilution rates as low as 0.027 h^-1^.

**Table 1:** Physiological characterization of the reference and *sdh3*Δ strains in aerobic and anaerobic batch cultivations

**Strain**	**Condition**	***μ*_max_**	**Y_sx_**	**Y_ssuc_**	**Y_se_**	**Y_sac_**	**Y_sg_**	**Y_spyr_**
*sdh3*Δ	Aerobic	0.25 ± 0.03	0.083 ± 0.003	0.0027 ± 0.0001	0.35 ± 0.002	0.0062 ± 5.7·10^-5^	0.108 ± 0.004	0.0061 ± 0.0003
*sdh3*Δ	Anaerobic	0.27	0.086	0.0033	0.36	0.0065	0.097	0.0041
WT	Aerobic	0.31 ± 0.04	0.10 ± 0.01	TA	0.34 ± 0.01	0.0042 ± 0.0008	0.073 ± 0.010	TA
WT	Anaerobic	0.34	0.10	0	0.35	0.0050	0.106	0.0027

The yield coefficients for biomass, ethanol, glycerol, pyruvate and acetate were determined in the exponential growth phase from linear regression of their concentration as a function of the residual glucose concentration. Succinate yield was calculated at a fermentation end-point. Y_sx_: grams of biomass per g of glucose consumed. Y_ssuc_: grams of succinate per g of glucose consumed. Y_se_: grams of ethanol per g of glucose consumed. Y_sac_: grams of acetate per g of glucose consumed. Y_sg_: grams of glycerol per g of glucose consumed. Y_spyr_: grams of pyruvate per g of glucose consumed. *μ*_max _: maximum specific growth rate in h^-1^. TA: trace amount.

### Inhibition of respiration

Shake flask experiments were performed on minimal media to study the effects of three different oxidative phosphorylation inhibitors (antimycin, oligomycin and CCCP) on the *SDH3 *mutant. Antimycin inhibits the electron transfer and thereby prevents the oxidation of both NADH and succinate. Oligomycin specifically binds to the F_0 _subunit of the ATP-synthase complex inhibiting ATP synthesis and ATP-synthesis associated respiration. The last inhibitor used, CCCP, is an uncoupling agent that allows free movement of protons across the mitochondrial inner membrane causing a collapse in the H^+ ^gradient that is required for ATP synthesis by the F_0_F_1_-ATPase. The addition of oligomycin and antimycin had no effect on the specific growth rate and biomass production in the *sdh3*Δ strain while they considerably reduced the final biomass yield in the reference strain and impaired growth on ethanol. The major inhibitory effects in both strains were observed after treatment with CCCP which resulted in reduced specific growth rate and biomass yield in the reference strain, while it completely inhibited growth of *sdh3*Δ.

### Global overview of transcriptional response to *SDH3 *deletion

To understand the cellular processes denominating the observed physiological differences in aerobic batch cultivations we performed a genome-scale transcriptional analysis of the *sdh3*Δ strain (see methods). 

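*SDH3*, which encodes a membrane anchor subunit of succinate dehydrogenase, gave intensities of 22.0 and 29.3 in the *sdh3*Δ replicates. RNA was taken from aerobic batch cultures in minimal medium that started at 40 g/liter of glucose, when 20 g/liter remained, and was hybridized to Yeast Genome S98 arrays, on which a probe set is a group of short probes for 1 transcript. The authors scaled the scans with Microarray Suite and computed 1 linear intensity per probe set with the Perfect Match model of dChip. The deposited values used here are of 2 *sdh3*Δ arrays with 9335 probe sets each, of which 60 are control probe sets, and 6504 could be named for 1 gene. The paper states that the cultivations were run at least in triplicate and that duplicate samples were taken in the aerobic batches. It does not say whether the duplicates came from separate cultures. The spread between them, on which the p-values from limma below rest, may thus be technical. Across 9264 probe sets with values above 0, the arrays had a Pearson correlation of 0.91 on the log2 scale, a correlation across probe sets, which are not independent replicates. The SD of the log2 ratio was 0.71, and 14.1% of probe sets differed by more than 2-fold. Subunits of cytochrome c oxidase, the last enzyme of the respiratory chain, were lower on array 2, with a median log2 ratio of -1.19 that lay below all but 0.06% of 10000 random lists matched on mean value. Proteasome genes had a median of -1.001 and mitochondrial ribosomal protein genes one of -0.75, each below all random lists. The 8 mitochondrially encoded genes were all higher on array 2, with a median of 0.68 at percentile 99.9. These percentiles describe 2 arrays of 1 condition and carry no p-value.

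**Figure D1:**
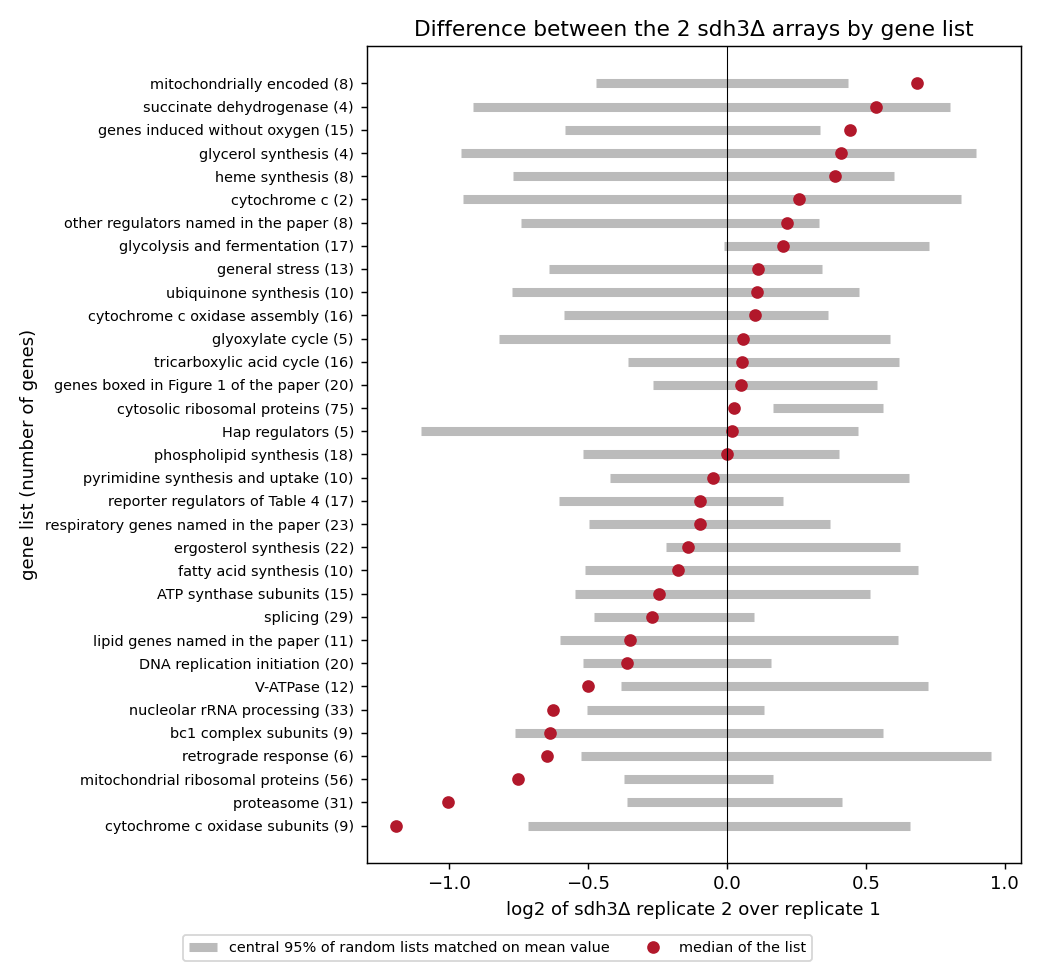
Median log2 ratio of *sdh3*Δ replicate 2 over replicate 1 for each of 33 gene lists (points, with the number of genes in brackets), and the central 95% of random lists of the same size matched on mean value (grey bars). Cytochrome c oxidase subunits lie lowest at -1.19 and mitochondrially encoded genes highest at 0.68.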

We used the previously published data for the reference strain [18] for comparative analysis. 

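The reference values come from Additional file 1, not from the deposited arrays: 3 arrays of a previously published study, so strain, study and array batch cannot be told apart. Of its 6679 rows, sorted by p-value, the first 1996 were used here, up to a p-value of 0.0892. Its *sdh3*Δ values equal a deposited probe set digit for digit in 1968 of those rows. A value is called not above background here where it is at or below the highest of 19 probe sets for genes absent from yeast, 54.8 on array 1 and 92.1 on array 2, a limit set after the data were seen. Such a value gives a bound: the mutant value is raised to its array's limit, and reference values, whose own background was not available here, to 92.1. *SDH3* had a reference intensity of 546 ± 15.7 (SD, n = 3) and was not above background in either mutant replicate, with a mean of 25.6 ± 5.16 (SD, n = 2). It was at least 7.68-fold lower with values raised to background (adjusted p = 7.5e-08 from limma), and on the values as given the adjusted p was 6.1e-18. Beside a bound, an adjusted p is of the values as given unless the raised values are named. The moderated test of limma was run on log2 values with a prior variance of 0.256 taken from the deposited arrays over all probe sets. Its prior degrees of freedom came out infinite, so every gene had a standard error of 0.46. Neither a gene's own spread nor that of the reference arrays entered it. A log2 difference of at least 1.29 in size was needed to pass, however close or far apart the replicates lay. Adjustment was by Benjamini-Hochberg over all 6679 rows, with rows not held entered at a p-value of 1, which makes each adjusted p an upper bound and each count of genes a lower bound. In data simulated for this comparison over 6679 genes, 82.5% of genes lowered by 2 on the log2 scale were called and 7.5% of those lowered by 1. The simulation gave all genes 1 variance, as the test assumes, and no difference between studies. Between the deposited arrays the SD of the log2 ratio was 0.48 in decile 2 of mean value and 0.92 in decile 10. These rates therefore do not cover genes with a larger spread. An exact permutation test of 2 arrays against 3 has 10 assignments and cannot give a p below 0.1.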

Approximately 25% of the yeast genes showed significant changes in their expression levels (*p*-value ≤ 0.05), indicating a global transcriptional response. 

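At an unadjusted p-value of at most 0.05, 1205 genes differed between *sdh3*Δ and the reference by limma, which is 18.0% of the 6679 rows of Additional file 1. Computed from the linear values of that file, the methods' t-test gave 24.3% of rows at this level and its unequal-variance form 21.1%. The methods name 6079 ORFs, so the paper's share may rest on another total than these. Rows beyond a p-value of 0.0892 were not used here, so the shares for limma and for the methods' t-test are lower bounds. From the share of genes at this level, the paper concludes that the transcriptional response is global.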

After applying a correction for multiple testing by using q-test [19], 307 genes were deemed as significantly changed. 

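At an adjusted p under 0.05 from limma, 681 genes were lower and 48 higher in *sdh3*Δ than in the reference values of Additional file 1. Of genes above background in both mutant replicates, *GAR1*, of the box H/ACA small nucleolar ribonucleoproteins, had the largest decrease in mean log2 value, at 177 ± 44.5 (SD, n = 2) against 2343 ± 257 (SD, n = 3), a log2 difference of -3.74 (adjusted p = 6.9e-13). *RPS28B* followed at -3.60, and *PSA1*, which encodes GDP-mannose pyrophosphorylase, had one of -3.47. *RPN8*, a proteasome regulatory subunit, *SUB1* and *YSY6* were not above background in replicate 2 and were lower by at least 9.19-fold, 10.2-fold and 8.71-fold. Among the increases, *HOM3*, aspartate kinase, was higher by 1.81 on the log2 scale and *RPL7A* by 1.68. Reference values at or below 92.1 leave only bounds for *RPL4A*, at least 4.03-fold higher, *CPS1*, a vacuolar carboxypeptidase, at least 4.01-fold, *MRP1*, at least 3.56-fold, and *BPL1*, biotin protein ligase, at least 2.56-fold. The call for *BPL1* was lost with values raised to background. *CDC21*, thymidylate synthase, was called but not above background in either strain, and *COS7* not in the reference or in replicate 2, so no difference is given. Of the 307 genes that Additional file 1 marks as changed, 155 passed, 141 of them lower and 14 higher. When *sdh3*Δ replicate 2 was left out, the test called 122 genes lower and 9 higher, and without replicate 1 it called 530 lower and 16 higher, with the lone mutant array assumed to vary as the deposited pair does. The methods' t-test after Benjamini-Hochberg called 98 lower and 33 higher, and its unequal-variance form none. That form gives the p-values printed in Additional file 1, so none against the paper's 307 reflects the correction for multiple testing. Of the 729 genes, 186 were not above background in either mutant replicate and 351 in replicate 2 alone, and with values raised to background 337 genes were lower and 25 higher.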

We also applied rank-product test [20] in order to identify the genes that were significantly up/down regulated, yielding additional 127 genes (additional file 1). 

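The list of genes from the rank-product test held here has 126 genes, 73 up and 53 down. The study chose these genes on the same arrays, so their direction is not independent evidence. In the deposited values, 51 of the 53 up-regulated genes with a named probe set had the higher intensity on array 2, with a median log2 ratio of array 2 over array 1 of 0.99. Of the 40 such down-regulated genes, 38 had the lower intensity on array 2, and their median was -1.15. For genes from the q-test, the medians were 0.03 over 35 up-regulated and -0.14 over 245 down-regulated genes. The q-test starts from t-test p-values, which favor genes whose replicates agree, and the rank-product genes are those it had not called. This contrast between the lists therefore follows at least in part from how they were selected.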

The distribution of these 434 genes in different functional categories as defined by the MIPS database  is shown in Table 2. The next largest group to the 'unclassified proteins' is the group of genes belonging to RNA synthesis and processing. Moreover, several genes belonging to intracellular protein and mRNA transport (including vacuolar and endoplasmic reticulum related), carbon metabolism, cell cycle, cellular response and sensing, ribosomal biogenesis and DNA metabolism have significantly changed expression levels in the *sdh3*Δ mutant (Table 2). 

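Of the genes called by limma, 93.4% were lower in *sdh3*Δ. Among genes of the proteasome, the protease that degrades ubiquitinated proteins, the calls were mostly decreases. Of 31 genes measured, 12 were lower, 1 were higher, 1 did not pass the test and 17 lay outside the part of Additional file 1 used here, and adjusted over the list alone 12 were lower and 1 higher. The 20S core gene *PRE6* had a log2 difference of -2.66 (adjusted p = 1.1e-06 from limma), *RPT4* one of -2.58 and *PRE9* one of -2.44. With all mutant values raised by 0.5 on the log2 scale, 256 genes were lower and 98 higher, so that 72.3% were lower. With *sdh3*Δ replicate 2 removed, 3 proteasome genes were lower, and under the methods' t-test 1 was, while with values raised to background 12 were. In replicate 2 *RPT4* and *PRE9* were not above background, and raised to it the log2 differences were at least 2.23 and 2.05 in size.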

In general, the majority of the genes are down-regulated in each category, indicating a global repressive effect of the *SDH3 *deletion. To investigate on the possibility that the slower growth rate of the mutant may lead to decreased expression of several genes, we used the gene expression data of *S. cerevisiae *grown at several different specific growth rates in chemostat cultivations [21] to compare against the changes observed in the *sdh3*Δ mutant. It should be noted that due to the different cultivation conditions (i.e. batch *vs*. chemostat) it is not possible to draw direct conclusions on the growth rate effects in this fashion. Moreover, the effects of growth rate on gene expression are inherently linked with the metabolic state and cell cycle and thus the problem of differentiating between growth rate and perturbation effects is complex [22,23]. Nevertheless, we decided to use a simple extrapolative analysis by using the data from Regenberg *et al *[21]. Following linear fitting of expression values of each gene with growth rate, we checked whether the direction and magnitude of expression changes in the *sdh3*Δ mutant concur with those predicted by this linear model. Based on this analysis we postulate that most of the observed changes can not be directly and solely attributed to the difference in growth rate.

**Table 2:** Affected genes sorted by MIPS categories

**MIPS functional category**	**Number of genes**	**MIPS functional category**	**Number of genes**
Unclassified proteins	124 (26, 98)	DNA processing	15 (4, 11)
RNA synthesis	41 (7, 34)	Protein degradation	15 (4, 11)
Transport routes	41 (11, 30)	Ribosome biogenesis	15 (7, 8)
Cell cycle	27 (4, 23)	Nucleotide metabolism	14 (4, 10)
C-compound and carbohydrate metabolism	25 (10, 15)	Protein targeting, sorting and translocation	13 (1, 12)
RNA processing	25 (3, 22)	Cell growth/Morphogenesis	12 (3, 9)
Fungal/microrganismic cell type differentiation	23 (2, 21)	Respiration	12 (1, 11)
Cellular sensing and response	20 (1, 19)	Lipid, fatty acid and isoprenoid metabolism	11 (4, 7)
Transported compounds (substrates)	17 (8, 9)	Stress response	11 (3, 8)
Protein modification	16 (7, 9)	Detoxification	9 (4, 5)
Mitochondrion	9 (4, 5)	Ionic homeostasis	9 (3, 6)

Distribution of genes with significantly changed expression levels in the *SDH3 *deletion mutant classified in different functional categories as defined by the MIPS database. Number in parentheses show up and down regulated genes, respectively.

Although the classification of differentially expressed genes according to the MIPS functional categories provides a birds-eye view of the transcriptional response, we further investigated whether there are certain biological processes, enzyme functions or cellular locations that responded more significantly than the rest. For this purpose, we integrated the Gene Ontology network with transcription data in order to obtain reporter-Gene Ontology [15] terms. This integration algorithm uses the data from all genes without *a priori *selection of significant genes, and is capable of identifying weak but biologically significant changes [15]. Thus, reporter-GOs indicate the key biological processes/functions/cellular components that collectively respond significantly to the perturbation (for the complete list of reporter GOs see additional file 2). Reporter-GO terms for the *sdh3*Δ mutant (Table 3) clearly reflect the large transcriptional changes in nucleolus related genes (148 genes), indicating altered ribosome synthesis and transport due to *SDH3 *deletion. These changes also appear to be extended to other related processes such as ribosomal assembly and maintenance, nuclear rRNA and mRNA processing and protein localization. 

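Every nucleolar gene of rRNA processing that passed the test was lower in *sdh3*Δ, as were 93.4% of all called genes. Of 33 genes measured, 15 were lower, 0 were higher, 3 did not pass the test and 15 lay outside the part of Additional file 1 used here, and adjusted over the list alone 17 were lower and 0 higher. *CBF5*, the pseudouridine synthase of box H/ACA particles, had an intensity of 129 ± 96.5 (SD, n = 2) against 1102 ± 87.3 (SD, n = 3) in Additional file 1, a log2 difference of -3.33 (adjusted p = 3.2e-10 from limma). *NOP4* had 68.0 ± 19.1 (SD, n = 2) against 414 ± 26.2 (SD, n = 3), a difference of -2.63, and *BRX1*, needed for large subunit assembly, one of -2.29. On array 2 the list was lower than on array 1, with a median log2 ratio of -0.63 at percentile 0.23 of matched random lists. Without *sdh3*Δ replicate 2, 5 of these genes were lower, and with the mutant raised by 0.5 on the log2 scale 7, while the methods' t-test gave 4 and values raised to background 10. In replicate 2 *CBF5* and *NOP4* were not above background, and raised to it the log2 differences were at least 3.03 and 2.25 in size.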

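Genes of cytosolic ribosomal proteins went both ways. Of 88 genes measured, 6 were lower, 5 were higher, 16 did not pass the test and 61 lay outside the part of Additional file 1 used here, and adjusted over the list alone 6 were lower and 5 higher. The list has 132 genes, of which 75 had a probe set named for 1 gene. The rest of the 88 were counted only because they were in the rows used here, which are those with the smallest p-values. The 88 are thus not an unselected set. *RPS26B* fell from 2329 ± 128 (SD, n = 3) in the reference to 291 ± 70.2 (SD, n = 2) (log2 difference -3.02, adjusted p = 1.6e-08 from limma), and *RPL41A* had a difference of -2.15. Many of these genes have a near-identical copy whose transcript can bind the same probes, so single values are uncertain. Mitochondrial ribosomal protein genes were also called in both directions. Of 56 genes measured, 11 were lower, 2 were higher, 6 did not pass the test and 37 lay outside the part of Additional file 1 used here, and adjusted over the list alone 13 were lower and 3 higher. Their members *MRPL51*, *MRPL24*, *MRPS16* and *MRP2* had log2 differences of -2.93, -2.78, -2.20 and -2.01. For splicing the calls were all decreases, as were 93.4% of the calls among all genes. Of 29 genes measured, 6 were lower, 0 were higher, 10 did not pass the test and 13 lay outside the part of Additional file 1 used here, and adjusted over the list alone 7 were lower and 0 higher. *LSM4* and *LSM3*, of the Lsm ring on U6 snRNA, had differences of -3.32 and -3.14, and *CWC2* and *PRP40*, not above background in either mutant replicate, were at least 2.67-fold and at least 2.02-fold lower. In replicate 2 *RPL41A*, *MRPL24*, *MRPS16*, *MRP2*, *LSM4* and *LSM3* were not above background, and raised to it the log2 differences were at least 1.26, 2.32, 1.87, 1.63, 2.64 and 2.99 in size. With values raised to background the calls for *RPL41A* and *PRP40* were lost. When *sdh3*Δ replicate 2 was left out, 2 mitochondrial ribosomal protein genes, 2 cytosolic ones and 2 splicing genes were lower, and 1 mitochondrial and 1 cytosolic ribosomal protein gene were higher. Under the methods' t-test after Benjamini-Hochberg, 0 splicing genes were lower and cytosolic ribosomal protein genes gave 1 lower and 1 higher, while for mitochondrial ones the balance turned to 3 higher and 0 lower. With the mutant raised by 0.5 on the log2 scale 3 mitochondrial ones were higher and 5 lower. This shift gave 6 cytosolic ones higher and 4 lower, and 2 splicing genes lower. Values raised to background left 3 splicing genes lower, 2 mitochondrial ones higher and 8 lower, and 3 cytosolic ones higher and 4 lower.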

Appearance of "nucleus" (1071 genes) as one of the top-scoring reporter-GO terms shows that many of the nuclear genes are responding to the changes induced by defective respiration. This set also includes genes related to meiosis, DNA replication initiation, and DNA repair. These changes might be one of the reasons for reduced growth rate of the deletion mutant, particularly as they are also found to being effected upon changing growth rate in chemostat cultures [21].

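Genes of DNA replication initiation were called in both directions. Of 20 genes measured, 2 were lower, 1 were higher, 6 did not pass the test and 11 lay outside the part of Additional file 1 used here, and adjusted over the list alone 2 were lower and 1 higher. *CDC45*, which encodes a component of the replicative helicase complex, had an intensity of 48.6 ± 10.3 (SD, n = 2) against 147 ± 7.42 (SD, n = 3) in Additional file 1 (log2 difference -1.61, adjusted p = 0.0078 from limma). The GINS subunit gene *PSF3* was not above background in either mutant replicate and was at least 1.50-fold lower, and *MCM3*, of the Mcm helicase, whose reference mean was 71.7, was at least 1.92-fold higher. *ORC3*, also not above background in the mutant, did not pass. *CDC45* was not above background in replicate 2, and raised to it the decrease was at least 2.04-fold. With *sdh3*Δ replicate 2 removed, none of these calls was kept by limma, while 131 genes in all passed, and neither the methods' t-test nor values raised to background kept any of them.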

**Table 3:** Reporter-Gene Ontology terms for the *sdh3*Δ mutant

**GO term**	**Number of associated genes**	**Reporter *p*-value**
nucleolus (C)	148	7.25E-10
late endosome to vacuole transport (P)	16	1.38E-04
processing of 20S pre-rRNA (P)	46	1.80E-04
small nucleolar ribonucleoprotein complex (C)	55	8.71E-04
35S primary transcript processing (P)	64	1.09E-03
rRNA processing (P)	58	1.20E-03
spliceosome complex (C)	29	1.52E-03
ubiquitin-dependent protein catabolism (P)	62	1.53E-03
transcription regulator activity (F)	20	1.63E-03
barrier septum formation (P)	1	1.64E-03
asymmetric protein localization (P)	1	1.64E-03
nucleus (C)	1071	1.94E-03
regulation of meiosis (P)	12	2.00E-03
rRNA modification (P)	15	3.52E-03
diaminohydroxyphosphoribosylaminopyrimidine deaminase activity (F)	1	3.60E-03
DNA replication initiation (P)	24	3.83E-03
septin ring (C)	6	4.55E-03
nuclear mRNA splicing, via spliceosome (P)	72	4.68E-03
lagging strand elongation (P)	16	5.31E-03
glucosamine 6-phosphate N-acetyltransferase activity (F)	1	5.39E-03

Letter in parentheses indicates: P, Process; F, Function; C, Component. Number of associated genes indicates the number of genes that are assigned to a particular GO term.

Around 20 genes sharing the GO term "transcriptional regulator activity" also scored high. These genes may provide insight into the regulatory pathways that might be responsible for observed transcriptional response in this variety of processes. This set involves not only global transcriptional regulators such as Ume6p, but also specific regulators, especially related to cell cycle and DNA repair.

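*UME6*, which encodes a regulator of early meiotic genes, had an intensity of 55.6 ± 5.60 (SD, n = 2) in *sdh3*Δ and of 138 ± 18.9 (SD, n = 3) in the reference arrays of Additional file 1. The mutant values were not above background, so *UME6* was at least 1.93-fold lower, with an adjusted p of 0.045 from limma on the values as given. Leaving out any one of the 5 arrays ended this call, and so did the methods' t-test and values raised to background.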

### Reporter TFs analysis

We used a network reconstruction depicting each known yeast transcription factor or regulatory protein connected to all genes known to being affected by these proteins. Using this graph we could identify Reporter Transcription Factors (or more correctly Reporter Regulators) indicating a significant collective change in the expression of the genes regulated by them (Table 4). For the complete list of reporter TFs see additional file 2. Reporter TFs highlight the regulatory pathways affected following a perturbation, and thus uncover the functional links between the perturbation and the regulatory mechanisms invoked in the cell. Since many TFs/regulators are regulated at post-transcriptional level, the expression of the reporter TFs/regulators themselves may or may not change *per se*. Nevertheless, identification of a particular protein as reporter-TF is a strong indication for the change in its activity following *SDH3 *deletion. The most marked reporter-TF emerging from this analysis is the Hap complex, for which the expression levels of Hap4 and Hap2 are also significantly changed. This confirms the association of Hap4 to the control of respiration [24]. 

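*HAP4*, the activating subunit of the Hap complex, had intensities of 77.1 and 36.2 in the *sdh3*Δ replicates, a mean of 56.7 ± 28.9 (SD, n = 2), against 191 ± 23.1 (SD, n = 3) in Additional file 1. In replicate 2 it was not above background, so that it was at least 2.25-fold lower, with an adjusted p of 0.0016 from limma on the values as given. *HAP2*, a DNA-binding subunit, had 79.7 ± 0.797 (SD, n = 2) against 172 ± 13.6 (SD, n = 3), not above background in replicate 2 either, and did not pass (adjusted p = 0.12). In both genes each mutant array lay below every reference array. Without *sdh3*Δ replicate 2, or with the mutant raised by 0.5 on the log2 scale, the call for *HAP4* was lost, as it was under the methods' t-test and with values raised to background.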

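*SLN1*, a membrane histidine kinase of the osmosensing pathway, had an intensity of 63.6 ± 8.04 (SD, n = 2) in *sdh3*Δ against 121 ± 11.5 (SD, n = 3) in the reference arrays of Additional file 1 and did not pass (adjusted p = 0.25 from limma). Neither did *YHP1*, a homeobox repressor of the cell cycle, at 65.7 ± 2.25 (SD, n = 2) in the mutant, nor *TRS130*, not above background in either strain. Of 17 genes measured, 1 were lower, 0 were higher, 4 did not pass the test and 12 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. For the others only the mutant level was used here. *GCR1*, an activator of glycolytic genes, had 70.4 ± 31.2 (SD, n = 2), *THI2* 50.5 ± 11.7 (SD, n = 2) and *THI3* 127 ± 33.1 (SD, n = 2). The level of *FAR1*, an inhibitor of the cell cycle, was 96.5 ± 23.1 (SD, n = 2), that of *SWI6* 45.3 ± 16.7 (SD, n = 2) and that of *YOX1* 177 ± 86.3 (SD, n = 2). *RAP1* had 89.9 ± 31.4 (SD, n = 2), *SLY1* 81.0 ± 48.9 (SD, n = 2), *HYM1* 59.1 ± 15.5 (SD, n = 2) and *CMD1*, calmodulin, 496 ± 109 (SD, n = 2). *THI2* was not above background in either replicate, and *SLN1*, *YHP1*, *GCR1*, *FAR1*, *SWI6*, *RAP1*, *SLY1* and *HYM1* were not in replicate 2.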

Other reporter-TFs represent potential mediators of the observed global transcriptional changes as their involvement range from the control of metabolism (*GCR1, THI2*, and *SLN1*) to cell cycle (*FAR1, SWI6, YHP1 *and *YOX1*).

**Table 4:** Reporter-Transcription Factors for the *sdh3*Δ mutant

**Transcription Factor/Regulator**	**Number of associated genes**	**Reporter *p*-value**	**Expression *p*-value**	**Expression fold change**
HAP5	22	1.56E-03	0.262	1.68
HAP4	26	2.27E-03	0.037	-3.36
SLY1	12	3.33E-03	0.341	-1.71
HAP3	25	4.22E-03	0.186	-1.34
SLN1	2	5.71E-03	0.008	-1.91
TRS130	1	1.09E-02	0.015	-1.86
HAP2	28	1.39E-02	0.007	-2.16
FAR1	2	1.47E-02	0.310	-1.32
HYM1	2	1.94E-02	0.148	-1.55
THI2	8	2.30E-02	0.199	1.71
RAP1	26	2.45E-02	0.294	1.97
SWI6	31	2.92E-02	0.289	-1.48
YHP1	1	3.06E-02	0.020	-1.52
YOX1	1	3.06E-02	0.437	1.68
GCR1	18	3.45E-02	0.139	-2.15
THI3	9	3.60E-02	0.514	1.21
CMD1	1	3.87E-02	0.148	2.60

Number of associated genes denotes the genes that are regulated by the corresponding TF/Regulator as documented at the Yeast Proteome Database. Reporter *p*-value indicates the significance of the average change in the regulated genes. Note that there is no necessary correlation between the reporter *p*-value and *p*-value of the expression change in the level of the regulator itself.

### Promoter analysis

We searched for conserved sequence motifs in the upstream region of the genes with significant transcriptional response. With all the 434 genes queried together, no significantly over represented motif was found. However, when up and down regulated genes were queried separately we identified significantly over-represented sequence motifs. About 40% of up-regulated genes contain a 6-mer "TCGTCA" in their promoter region, while this motif is characteristic for only 20% of the genes in the whole genome. 29% of the significantly down-regulated genes also contain this motif in their promoter region. The list of all the significant genes with this motif is provided as supplementary information (additional file 3). The sequence TCGTCA corresponds to the known DNA binding site for the Autonomously Replicating Sequence (ARS) binding transcription factor Abf1p, a multifunctional global regulator [25]. Binding motifs for certain other transcriptional regulators such as Hsf1p (Heat shock transcription factor) and Ino4p (Inositol requiring) were also identified in the upstream regions of significantly down-regulated genes. 

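*INO4*, an activator of phospholipid genes, had an intensity of 38.1 ± 6.88 (SD, n = 2) in *sdh3*Δ against 123 ± 17.8 (SD, n = 3) in the reference arrays of Additional file 1. As neither mutant value was above background, it was at least 1.72-fold lower, with an adjusted p of 0.0044 from limma on the values as given. *ABF1*, not above background in replicate 2, was at least 2.93-fold lower with values raised to background (adjusted p = 0.020 from limma). On the values as given its adjusted p was 2.1e-04. Of 8 genes measured, 3 were lower, 0 were higher, 2 did not pass the test and 3 lay outside the part of Additional file 1 used here, and adjusted over the list alone 3 were lower and 1 higher. *HSF1*, the heat shock transcription factor, had 100.3 ± 21.0 (SD, n = 2) in the mutant, with no reference value used here. When *sdh3*Δ replicate 2 was left out, neither *INO4* nor *ABF1* passed, and with the mutant raised by 0.5 on the log2 scale or with values raised to background *INO4* did not. Neither passed under the methods' t-test.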

Expression levels of *ABF1 *and *INO4 *were altered significantly in the *SDH3 *deletion mutant.

### Reporter Metabolite and subnetwork analysis

To gain further insight into the transcriptional response to the deletion of *SDH3*, we integrated the transcriptome data with the genome-scale yeast metabolic model [16] and thus identified so-called reporter metabolites [14] (methods). This method is based on the hypothesis that expression of genes encoding enzymes must be coordinated in order to satisfy the metabolic demands of the cell and corresponding stoichiometric constraints. The algorithm enables identification of so-called reporter metabolites (metabolites around which the most significant transcriptional changes occur) and enzyme sub-networks that respond significantly to genetic or environmental perturbations [14], in this case deletion of *SDH3*. Table 5 shows the key reporter metabolites (for the complete list see additional file 2) that were identified and it highlights metabolites involved in the TCA cycle (Isocitrate, Oxalosuccinate, FADH_2_), in the ergosterol biosynthesis pathway (zymosterol) and in phospholipid biosynthesis (ethanolamine).

**Table 5:** List of the top scoring reporter metabolites

**Metabolite**	**Number of neighbours**
Zymosterol	2
5-Amino-6-(5'-phosphoribosylamino)uracil	1
5-Amino-6-(5'-phosphoribitylamino)uracil	1
AMP	38
Isocitrate	5
L-Glutamyl-tRNA(Glu)	1
FADH2M	5
Ethanolamine	1
Aminoimidazolo ribotide	2
FADM	6
Oxalosuccinate	2
4-Amino-5-hydroxymethyl-2-methylpyrimidine	3
4-Amino-2-methyl-5-phosphomethylpyrimidine	3
2,5-Diamino-6-hydroxy-4-(5'-phosphoribosylamino)-pyrimidine	2
4,4-Dimethylzymosterol	2
NAD+M	17
2-Methyl-4-amino-5-hydroxymethylpyrimidine diphosphate	2
Uroporphyrinogen III	3
naxt	1
Sodium	1

Only the top-20 reporter metabolites are shown. Number of neighbours indicates the number of enzyme-coding genes whose products catalyze reactions involving that metabolite either as a substrate or as a product.

### Transcriptional readjustments in respiratory pathways

Since Sdhp provides reducing power to the respiratory chain, we expected that the *SDH3 *deletion would also lead to changes in genes involved in the respiratory pathways. Indeed, we observed that several genes involved in the oxidative phosphorylation, including, cytochrome c oxidase subunits/assembly (*COX 5B/6/7/8/10/12/13/14/15/18/20*), heme biosynthesis (*HEM3/14*), mitochondrial F_1_F_0 _ATP-synthase (*ATP18*), ubiquinone biosynthesis (*COQ3/5*, *CBP4*), and bc1p complex (*CYT1, RIP1, ABC1, COR1, QCR6/7*) were affected following the deletion. 

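Every subunit gene of the bc1 complex, which passes electrons to cytochrome c, and of cytochrome c oxidase that passed the test was lower in *sdh3*Δ. Among all called genes 93.4% were lower. *CYT1*, cytochrome c1, had an intensity of 94.9 ± 10.1 (SD, n = 2) against 583 ± 30.1 (SD, n = 3) in Additional file 1, a log2 difference of -2.62 (adjusted p = 1.5e-06 from limma). *COR1* had 123 ± 37.7 (SD, n = 2) against 1073 ± 214 (SD, n = 3), and *QCR6* 283 ± 11.5 (SD, n = 2) against 1909.9 ± 224 (SD, n = 3). *COX12* had 657 and 112 in the 2 replicates against 3255 ± 222 (SD, n = 3), *COX7* 349 and 54.9 against 1450.0 ± 115 (SD, n = 3) and *QCR7* 694 and 72.7 against 2262 ± 238 (SD, n = 3). *COX6*, *COX8*, *COX13* and *RIP1*, the Rieske protein, had log2 differences of -2.17, -2.37, -2.09 and -2.02. For the 23 respiratory genes named in the paper, a list chosen on these samples, the count was as follows. Of 23 genes measured, 10 were lower, 0 were higher, 12 did not pass the test and 1 lay outside the part of Additional file 1 used here, and adjusted over the list alone 13 were lower and 1 higher. By complex, the lists fixed from general knowledge gave these counts. For bc1 complex subunits: Of 9 genes measured, 5 were lower, 0 were higher, 0 did not pass the test and 4 lay outside the part of Additional file 1 used here, and adjusted over the list alone 5 were lower and 0 higher. For cytochrome c oxidase subunits: Of 9 genes measured, 5 were lower, 0 were higher, 1 did not pass the test and 3 lay outside the part of Additional file 1 used here, and adjusted over the list alone 5 were lower and 0 higher. For ATP synthase subunits, with *TIM11* at -2.46 and *ATP4* at -2.32: Of 15 genes measured, 2 were lower, 0 were higher, 4 did not pass the test and 9 lay outside the part of Additional file 1 used here, and adjusted over the list alone 4 were lower and 0 higher. The paper's *ATP18* differed by -1.16 and *COX18* by -1.23, and neither passed by limma, though both did under the methods' t-test (adjusted p = 0.049 and 0.044). With *sdh3*Δ replicate 2 removed, 5 of the paper's genes were lower (*CYT1*, *COR1*, *QCR6*, *COX7* and *COX12*), 3 of the bc1 list, 2 of the cytochrome c oxidase list and 0 of the ATP synthase list, where the calls for *TIM11* and *ATP4* were lost. The methods' t-test gave 1 lower for the bc1 list and 0 for cytochrome c oxidase, and values raised to background 5 and 5. In replicate 2 *CYT1*, *COX7*, *QCR7* and *ATP4* were not above background, and raised to it the log2 differences were at least 2.59, 3.01, 3.16 and 2.08 in size.

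**Figure D2:**
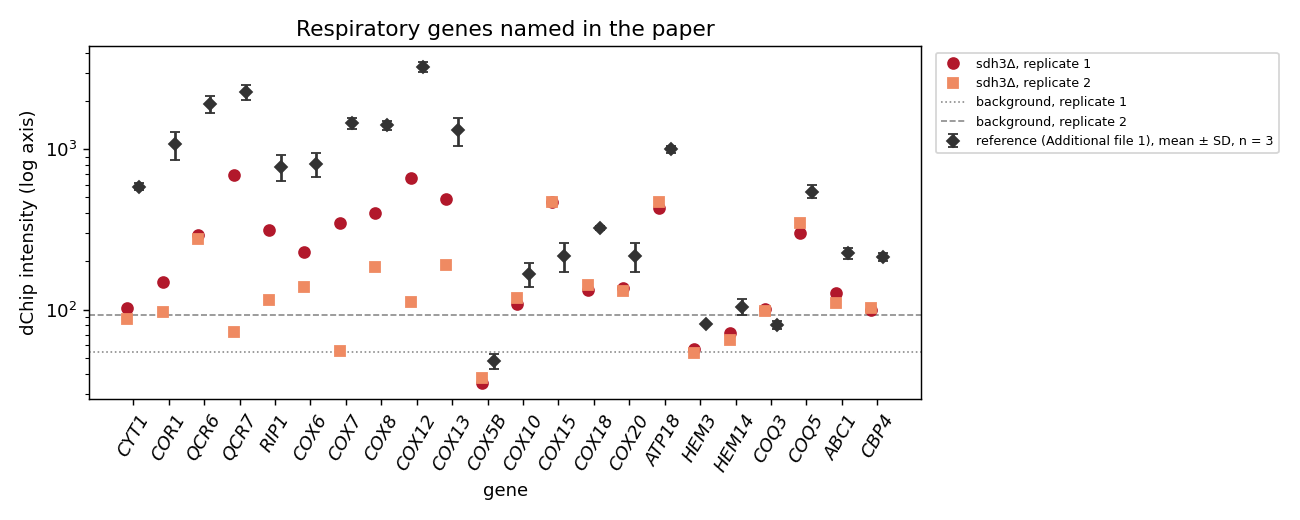
Intensity (log axis) of 22 respiratory genes in *sdh3*Δ replicate 1 (circles) and replicate 2 (squares), and the mean ± SD of 3 reference arrays from Additional file 1 (diamonds). *COX12* lies at 657 and 112 in the mutant replicates against a reference mean of 3255. Lines mark the background of replicate 1 (dotted) and replicate 2 (dashed).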

The majority of these genes were down regulated except for *COX14/15 *and *COQ3*, possibly due to different regulatory mechanisms governing their expression.

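*COX15*, needed for heme A synthesis, had an intensity of 468 ± 3.28 (SD, n = 2) against 216 ± 45.3 (SD, n = 3) in Additional file 1, a log2 difference of 1.14 that did not pass (adjusted p = 0.10 from limma). For *COQ3*, a methyltransferase of ubiquinone synthesis, the values were 99.8 ± 1.74 (SD, n = 2) and 80.4 ± 4.57 (SD, n = 3), with the reference not above background (adjusted p = 1.00). *COX14* had 302 and 543 in the *sdh3*Δ replicates, with no reference value used here. Among genes of cytochrome c oxidase assembly only *OXA1* passed, at -1.56, and *SCO2* was not above background in either mutant replicate. Of 16 genes measured, 1 were lower, 0 were higher, 6 did not pass the test and 9 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. For ubiquinone synthesis, *COQ1* differed by -1.05, *COQ5* by -0.76 and *ABC1* by -0.93. Of 10 genes measured, 0 were lower, 0 were higher, 4 did not pass the test and 6 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. *COX10*, *COX20* and *CBP4* had differences of -0.54, -0.68 and -1.08, and *COX5B* was not above background in either strain. With the mutant raised by 0.5 on the log2 scale *COX15* passed as higher and the call for *OXA1* was lost, as it was without either *sdh3*Δ replicate, without reference replicate 1 and under the methods' t-test.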

## Discussion

Results from the physiological characterization indicate that the *SDH3 *deletion mutant shows a growth defect under both aerobic and anaerobic conditions. This observation was partly expected for aerobic conditions and could be attributed to a major reduction in the respiratory capacity of the mutant strain, which is also supported by the carbon limited chemostat experiments. However, as the flux through the TCA cycle of the reference strain at the studied growth conditions is very low [26] due to glucose repression of respiration, it clearly points out that Sdh3 plays an additional role than being involved in respiration. This hypothesis is confirmed by our finding that there is a similar reduction in specific growth rate under anaerobic conditions. This additional role of Sdh3 may be different at the two different growth conditions. Thus, at anaerobic growth conditions it is likely that Sdh3 simply plays a role in redox balancing, whereas at aerobic growth conditions where there is predominantly fermentative metabolism, it may still be important to have functional respiration in order to prevent oxidative damage in the cells. Treatment with respiratory inhibitors antimycin and oligomycin had no effect on growth and final biomass yield of the *sdh3*Δ mutant while it severely affected biomass production of the reference strain. These additional experiments with mitochondrial inhibitors demonstrated that *SDH3 *deletion is sufficient to impair the electron transport system preventing the oxidation of NADH and succinate. However, the general down regulation of respiratory genes clearly implies that the cells are not attempting to restore their respiratory capacity. This is in line with the results obtained for respiratory deficient petite cells grown on non-repressive raffinose [27].

Off gas profiles during the batch experiments showed that the oxygen uptake rate in *sdh3*Δ is ~80% lower compared to the reference strain. Since oxygen is not used as final electron acceptor in the respiratory chain, as inferred from the experiments with mitochondrial inhibitors, the oxygen consumed is used in other cellular pathways. In yeast species non respiratory oxygen consumption is favoured when respiratory functions are impaired or absent, however, little is known about the non-respiratory oxygen uptake of aerobically growing cells.

During anaerobiosis, *S. cerevisiae *strongly increases glycerol production to provide for non-respiratory oxidation of NADH to NAD^+^, and consistent with the hypothesis of an altered redox metabolism originating from the deletion of *SDH3 *and consequent impairment of oxidative phosphorylation, a higher glycerol production was observed in aerobic cultivations of the mutant strain (similar yield as obtained in anaerobic cultivation). Thus, the deletion strain seems to readjust its metabolic fluxes mimicking growth under anaerobic conditions.

In an attempt to uncover the molecular mechanisms behind the observed global transcriptional response, we searched for significantly over-represented sequence motifs in the promoter regions of genes with significantly changed expression in the *SDH3 *mutant. This analysis revealed a binding site for Abf1p in 40% of the significantly up-regulated genes. Several different chromatin-related events such as DNA replication [28], gene silencing [29], chromatin remodeling [30], nucleotide excision repair [31], and gene activation and repression [25] involve direct binding of Abf1p. The genes that are reported to be transcriptionally regulated by Abf1p are involved in a multitude of cellular processes including carbon source regulation [32,33] nitrogen utilization [34,35] sporulation [36], meiosis [37], and ribosomal biogenesis [30,38]. Since these processes are also significantly affected in the *SDH3 *mutant, Abf1p appears to be one of the major mediators of the transcriptional response following the *SDH3 *disruption and consequent respiratory impairment. This is further supported by the fact that *ABF1 *transcription is significantly down regulated by more than four-fold in the *SDH3 *mutant, whereas under usual conditions *ABF1 *is found to be present in abundance [28,39]. 

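*ABF1* had intensities of 80.1 and 43.2 in the *sdh3*Δ replicates, a mean of 61.6 ± 26.1 (SD, n = 2), against 252 ± 23.3 (SD, n = 3) in the reference arrays of Additional file 1. The ratio of the means was 4.09-fold. Replicate 1 alone lay 3.15-fold below the reference mean, and replicate 2 was not above background. Raised to it, the mean log2 values give at least 2.93-fold.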

Down regulation of *ABF1 *under anaerobic conditions also supports its role as a mediator of transcriptional changes in response to the absence of respiration. The binding motif recognized by Ino4p was also identified in the promoter analysis. Ino4p is a known regulator of genes involved in phospholipid synthesis [40,41], some of which also showed altered expression in the *SDH3 *mutant (*ACC1, CHO1, EKI1 and DPP1)*.

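*ACC1*, acetyl-CoA carboxylase, had intensities of 761 and 242 in the *sdh3*Δ replicates against 2003 ± 384 (SD, n = 3) in Additional file 1, a log2 difference of -2.20 (adjusted p = 8.7e-05 from limma). *CHO1*, phosphatidylserine synthase, had 289 ± 104 (SD, n = 2) against 803 ± 108 (SD, n = 3) and fell by 1.52 (adjusted p = 0.013). *DPP1*, a lipid phosphatase, was not above background in replicate 2 and was at least 2.31-fold lower (adjusted p = 0.041 from limma on the values as given). *EKI1*, not above background in either mutant replicate, did not pass. In fatty acid synthesis, *SUR4*, an elongase, differed by -0.83 and *ACB1*, the acyl-CoA-binding protein, by 0.78. Of 10 genes measured, 1 were lower, 0 were higher, 2 did not pass the test and 7 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. Without *sdh3*Δ replicate 2 none of *ACC1*, *CHO1* and *DPP1* passed, and *DPP1* was also lost without any one reference array. The methods' t-test called none of the 3, and with values raised to background *DPP1* did not pass.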

The reporter metabolites indicate specific parts of metabolism where significant transcriptional regulation is exerted, either to maintain homeostasis and/or to adjust the metabolite levels to altered demands. Two of the top scoring reporter metabolites suggested an interesting connection between mitochondrial impairment and lipid metabolism. Zymosterol is the immediate precursor of ergosterol, the major yeast sterol, which has a functional similarity to cholesterol in higher eukaryotic membranes, and is only synthesised in yeast under aerobic conditions. Our data show up-regulation of *AUS1*, an important sterol uptake gene normally expressed under anaerobic conditions, and down regulation of several key genes in the ergosterol biosynthesis pathway (*ERG11*, *ERG25*, *ERG27*, *ERG5*, *ERG9*) due to the deletion of *SDH3*. This information indicates the presence of a link that connects mitochondrial respiration and/or TCA cycle activity to the sterol biosynthetic pathways. 

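*AUS1*, a sterol transporter, had an intensity of 101 ± 5.99 (SD, n = 2) in *sdh3*Δ against 46.8 ± 9.65 (SD, n = 3) in Additional file 1, a reference not above background, and did not pass (adjusted p = 0.11 from limma). *ERG27*, a 3-keto reductase, fell from 1609 ± 157 (SD, n = 3) to 433 ± 73.3 (SD, n = 2), and *ERG11*, lanosterol demethylase, from 1695 ± 445 (SD, n = 3) to 520.2 ± 87.8 (SD, n = 2). *ERG25*, *ERG9* and *ERG5* had log2 differences of -1.10, -0.98 and -0.87, and did not pass. *ERG13*, HMG-CoA synthase, rose by 1.84 on the log2 scale (adjusted p = 0.0016), and *ERG6*, a sterol methyltransferase, by 1.31 (adjusted p = 0.043). Of 22 genes measured, 2 were lower, 2 were higher, 6 did not pass the test and 12 lay outside the part of Additional file 1 used here, and adjusted over the list alone 2 were lower and 2 higher. When *sdh3*Δ replicate 2 was left out, none of the 4 calls was kept, while 131 genes in all passed. The call for *ERG6* ended when any one of the 5 arrays was left out and with values raised to background, and those for *ERG13*, *ERG11* and *ERG27* under the methods' t-test.

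**Figure D3:**
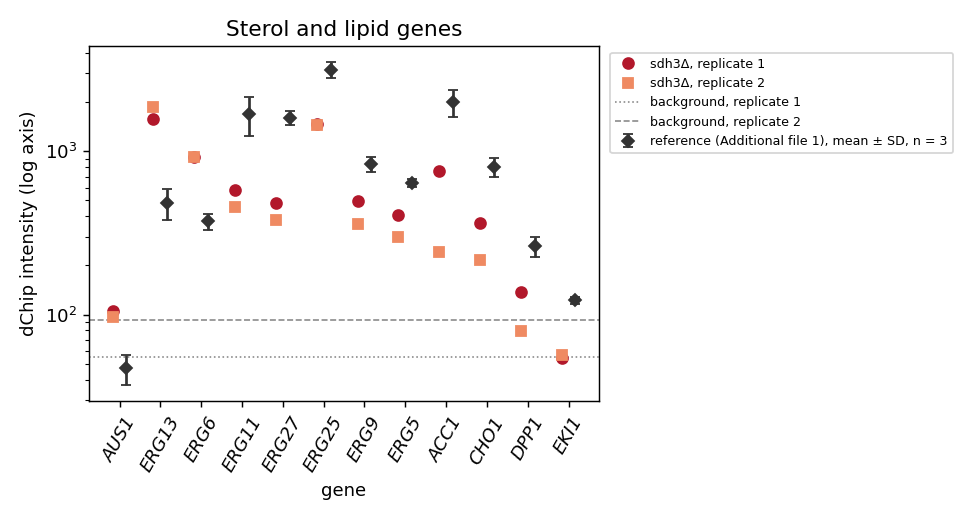
Intensity (log axis) of 12 sterol and lipid genes in *sdh3*Δ replicate 1 (circles) and replicate 2 (squares), and the mean ± SD of 3 reference arrays from Additional file 1 (diamonds). *ERG13* and *ERG6* lie above the reference and *ERG11* and *ERG27* below it. Lines mark the background of replicate 1 (dotted) and replicate 2 (dashed).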

We postulate that one of the mediators of this functional link is Hap1p which is known to positively regulate the *AUS1 *expression that is up-regulated in the *SDH3 *deletion mutant. Since the effect of mitochondrial impairment on lipid metabolism has been a focus of several studies related to metabolic diseases such as diabetes, our results may help in identifying similar regulatory mechanisms in human cells.

Ethanolamine is a precursor for the synthesis of phosphatydilethanolamine (PE), one of the major phospholipids components in cellular membranes of *S. cerevisiae*, and its role is crucial for growth when mitochondrial function is required [42]. In humans impairment or alterations in the phospholipids metabolism are suggested to represent important aspects of certain diseases [43]. Expression of several genes involved in PE biosynthesis such as *EKI1 *(ethanolamine kinase/choline kinase), *EPT1 (*dyacil-glycerol-ethanolamine-phosphotrasferase), and *CHO1 *(phosphatidylserine synthase) is known to be transcriptionally regulated by Ino4p, and they are all down-regulated in the *sdh3*Δ strain. 

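*EKI1* had an intensity of 55.6 ± 2.00 (SD, n = 2) in *sdh3*Δ, not above background in either replicate, against 123 ± 5.91 (SD, n = 3) in the reference arrays of Additional file 1 (adjusted p = 0.10 from limma). *EPT1* had 191 and 391 in the *sdh3*Δ replicates as the mean of its 2 probe sets, with no reference value used here. *PSD2*, a phosphatidylserine decarboxylase, was not above background in either strain. For all genes of phospholipid synthesis on the list the count was as follows. Of 18 genes measured, 2 were lower, 0 were higher, 3 did not pass the test and 13 lay outside the part of Additional file 1 used here, and adjusted over the list alone 2 were lower and 0 higher.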

As found in the promoter analysis, the binding motif of Ino4p was significantly over-represented in the promoter region of some of the significantly down-regulated genes, making it another potential mediator of the signal between respiratory chain and lipid metabolism.

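In the TCA cycle, *MDH1*, mitochondrial malate dehydrogenase, had an intensity of 171 ± 36.3 (SD, n = 2) in *sdh3*Δ against 1576 ± 424 (SD, n = 3) in Additional file 1, a log2 difference of -3.19 (adjusted p = 1.9e-09 from limma). *IDH1*, of NAD-dependent isocitrate dehydrogenase, had 402 ± 141 (SD, n = 2) against 1112 ± 275 (SD, n = 3) and fell by 1.49. *CIT1*, citrate synthase, fell by 1.32 (adjusted p = 0.04) and *LPD1*, dihydrolipoamide dehydrogenase, fell by 1.30 (adjusted p = 0.046). Of 16 genes measured, 4 were lower, 0 were higher, 4 did not pass the test and 8 lay outside the part of Additional file 1 used here, and adjusted over the list alone 4 were lower and 1 higher. For succinate dehydrogenase the gene lowered was the deleted *SDH3*, and *SDH2* differed by -0.60. Of 4 genes measured, 1 were lower, 0 were higher, 1 did not pass the test and 2 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. In the glyoxylate cycle *ICL1* and *IDP2* had reference means of 71.9 and 72.9, not above background, and did not pass. Of 5 genes measured, 0 were lower, 0 were higher, 2 did not pass the test and 3 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. With *sdh3*Δ replicate 2 removed, only *MDH1* of the TCA cycle list passed. That list gave 1 lower and 1 higher with the mutant raised by 0.5 on the log2 scale, the same without reference replicate 1, and 0 lower under the methods' t-test. With values raised to background 2 were lower, without *CIT1* and *LPD1*.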

Certain other metabolites including isocitrate, oxalosuccinate, and FADH_2 _involved in the TCA cycle also emerge as reporter metabolites, and together with the altered expression of many genes related to the TCA and glyoxylate cycles (Figure 1) they possibly suggest alterations of Acetyl-CoA metabolism (see additional file 4 for supporting information).

**Figure 1:**
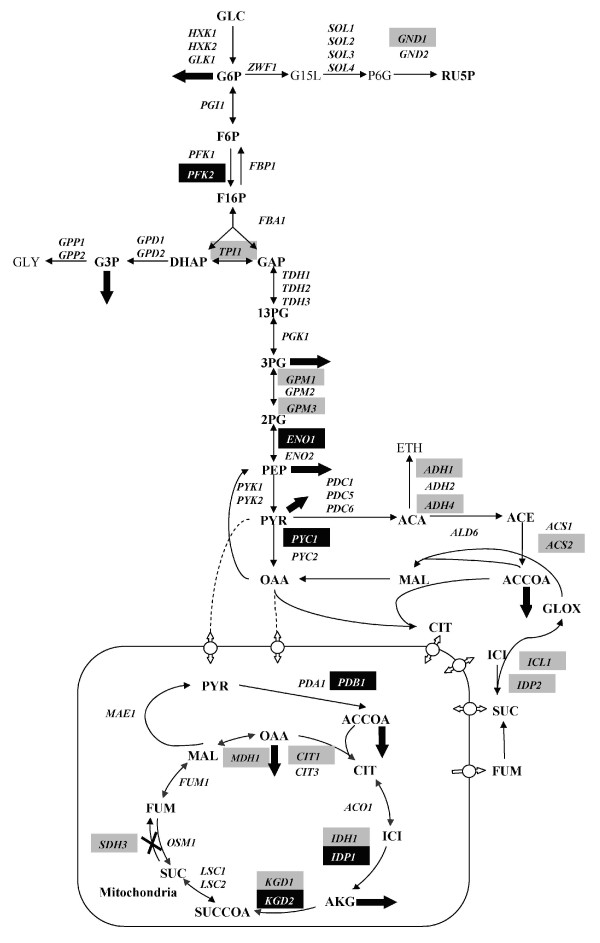
**Schematic representation of the up and down-regulated genes in the central carbon metabolism following *SDH3 *deletion**. Up-regulated genes are placed in black boxes, and down-regulated genes are placed in grey boxes. Thick arrows: drain of metabolites towards biomass production. Metabolites nomenclature: ACCOA, acetyl coenzyme A; ACA, acetaldehyde; ACE, acetate; AKG, 2-oxoglutarate; CIT, citrate; DHAP, dihydroxyacetone phosphate; ETH, ethanol; F6P, D-Fructose 6-phosphate; F16P D-Fructose 1,6-bisphosphate, FUM fumarate, GAP D-Glyceraldehyde 3-phosphate, G3P, Glycerol 3-phosphate; G6P, D-Glucose 6-phosphate; G15L, D-Glucono-1,5-lactone 6-phosphate; GLY, Glycerol; GLOX, Glyoxylate; GLC, Glucose; ICI, Isocitrate; MAL, Malate; OAA, Oxaloacetate; P13G, 3-Phospho-D-glyceroyl phosphate; P2G, 2-Phospho-D-glycerate; P3G, 3-Phospho-D-glycerate; P6G, 6-Phospho-D-gluconate; PEP, Phosphoenolpyruvate; PYR, pyruvate; RU5P, D-Ribulose 5-phosphate; SUC, Succinate; SUCCOA, Succinyl CoA.

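*PYC1*, pyruvate carboxylase, rose from 242 ± 17.4 (SD, n = 3) in Additional file 1 to 867 ± 30.6 (SD, n = 2) in *sdh3*Δ, a log2 difference of 1.84 (adjusted p = 0.0016 from limma). *GPM3*, a homolog of phosphoglycerate mutase, was not above background in replicate 2 and was at least 2.13-fold lower. Its call by limma on the values as given (adjusted p = 0.015) was lost with values raised to background. *IDP1* differed by 1.27, *ENO1* by 0.61, *KGD2* by 0.56 and *PDB1* by 0.30, none of which passed. Differences of -1.02 for *ACS2*, -0.84 for *KGD1*, -0.81 for *ADH4* and -0.71 for *TPI1* did not pass either. *GND1*, *GPM1* and *ADH1* had -0.54, -0.54 and -0.42, and *PFK2* had 2275 ± 299 (SD, n = 2) in the mutant with no reference value used here. The study chose the boxed genes on these samples. Of 20 genes measured, 5 were lower, 1 were higher, 13 did not pass the test and 1 lay outside the part of Additional file 1 used here, and adjusted over the list alone 5 were lower and 2 higher. For glycolysis and fermentation as a list: Of 17 genes measured, 0 were lower, 0 were higher, 4 did not pass the test and 13 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. For glycerol synthesis: Of 4 genes measured, 0 were lower, 0 were higher, 0 did not pass the test and 4 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. Without *sdh3*Δ replicate 2, *SDH3* and *MDH1* were the boxed genes called, and *PYC1* was not.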

In accordance with our results, transcription profiling of a collection of mutants defective in each of the TCA cycle genes also showed transcriptional changes in a large number of genes, *albeit *under non-repressive conditions [44]. Taken together, our results suggest that nuclear gene signalling is responsive to TCA cycle dysfunction. Many of the transcriptional changes following the deletion of *SDH3 *are located in fatty acid and sterol metabolism. What is the regulatory link that connects the respiratory dysfunction to changes in fatty acid metabolism and other pathways? Towards investigating this question, inferences and postulates based on our analysis are summarized in the qualitative regulatory model represented in Figure 2. In *S. cerevisiae *the heme-activated complex Hap2/3/4/5 is known to regulate the expression of many of the TCA cycle and respiratory chain genes, although neither the heme nor the oxygen regulation of the Hap-complex is clearly understood. 

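Of the Hap genes whose reference values were not used here, *HAP3* had an intensity of 105 ± 2.30 (SD, n = 2) in *sdh3*Δ and *HAP5* one of 115 ± 29.7 (SD, n = 2). Of 5 genes measured, 1 were lower, 0 were higher, 2 did not pass the test and 2 lay outside the part of Additional file 1 used here, and adjusted over the list alone 2 were lower and 0 higher. The gene called was *HAP4*, a call lost with values raised to background.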

The Hap-complex appears as one of the transcription factors with altered expression level in the *SDH3 *mutant. Moreover several of the genes regulated by the Hap-complex were also responsive to this change as indicated by Reporter-TF analysis. Thus, it may be hypothesized that the deletion of the *SDH3 *gene (and perhaps respiratory deficiency in general) might be in the first place responsible for causing the down-regulation of genes coding for the Hap-complex, which in turn would explain the down-regulation of respiratory genes and some of the TCA cycle genes. The Hap-complex has also been found to down-regulate the expression of heme biosynthesis pathway [24]. Consequently, the up-regulation of *HAP1*, another heme-responsive transcription factor, can be attributed to reduced heme biosynthesis. 

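*HAP1* had an intensity of 82.4 ± 0.173 (SD, n = 2) in *sdh3*Δ against 47.0 ± 5.94 (SD, n = 3) in the reference arrays of Additional file 1 and did not pass (adjusted p = 0.38 from limma). Replicate 2 and the reference were not above background. In heme synthesis, *HEM4* differed by -0.57, and *HEM14* and *HEM3* were not above background in replicate 2. Of 8 genes measured, 0 were lower, 0 were higher, 3 did not pass the test and 5 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher.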

Hap1p is involved in the regulation of several pathways including sterol biosynthesis and uptake, and is essential during anaerobic or heme-deficient growth. 

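Of genes known to be induced without oxygen, *AUS1* and *COX5B* had reference values used here, and neither passed. Of 15 genes measured, 0 were lower, 0 were higher, 2 did not pass the test and 13 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. *HEM13*, coproporphyrinogen oxidase, had an intensity of 227 ± 49.1 (SD, n = 2) in *sdh3*Δ, and *ROX1*, a repressor of hypoxic genes, one of 79.1 ± 9.70 (SD, n = 2), not above background in replicate 2. Between the mutant arrays the list was higher on array 2, with a median log2 ratio of 0.44 at percentile 99.3 of matched random lists. For the lipid genes that the paper names, chosen on these samples, the count was as follows. Of 11 genes measured, 5 were lower, 0 were higher, 5 did not pass the test and 1 lay outside the part of Additional file 1 used here, and adjusted over the list alone 8 were lower and 1 higher. Without *sdh3*Δ replicate 2, 0 of these lipid genes were lower, and with the mutant raised by 0.5 on the log2 scale 2 were lower and 1 higher. With values raised to background 4 were lower, and under the methods' t-test 1 was.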

*AUS1 *(coding for sterol uptake protein) and several genes involved in the ergosterol, fatty acid and phospholipid biosynthesis show differential gene expression in the *SDH3 *mutant that is consistent with the changes observed in the reference strain under anaerobic conditions [45]. Our analysis suggests that Ino4p may play a key role in the regulation of these genes following *SDH3 *deletion, which is consistent with the known regulatory targets of Ino4p. However, it is unclear how the Ino4p regulation is triggered.

**Figure 2:**
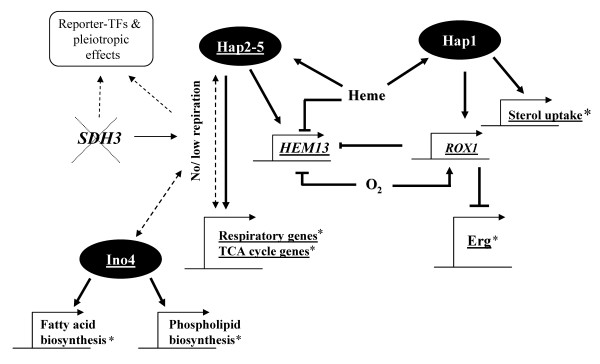
**Proposed regulatory model of the effects of *SDH3 *deletion**. The model indicates a regulatory link that connects the respiratory dysfunction resulting from *SDH3 *deletion to changes in fatty acid metabolism and other pathways. Deletion of *SDH3 *leads to no/low respiration which is hypothesized to trigger regulatory circuits involving Hap2/3/4/5 complex, Hap1 and Ino4. Links that we could not find any data/literature evidences about are denoted by broken lines. Underlined gene names indicate down-regulation, while * denotes the genes/pathways for which similar changes in expression have been observed under anaerobic conditions for the reference strain.

## Conclusion

Overall, we present a genome-wide transcription analysis of *SDH3 *deleted *S. cerevisiae *mutant grown under glucose-repressed conditions. By using an integrative systems biology approach we reconstructed a qualitative regulatory map that links mitochondrial respiration with fatty acid and sterol metabolism. Several bioinformatics and systems biology algorithms were employed to elucidate the transcriptional hot-spots in different cellular networks, including metabolic networks and transcriptional regulatory networks that significantly respond to the deletion of *SDH3*. Several regulatory proteins including the Hap-complex, Hap1, Ino4, Abf1 and Sln1 appear to play an important role in mediating the cellular response following respiratory defect at the succinate dehydrogenase node.

## Authors' contributions

DC constructed the strain, performed cultivation and microarray experiments, drafted the manuscript and participated in design and data analysis. KRP assisted in cultivation experiments, drafted the manuscript, helped in data analysis and designed the study. CS participated in the design of the study. JN conceived, designed and coordinated the study. All authors read, helped in drafting, and approved the final manuscript.

## Supplementary Material

Additional File 1 **Data from microarray analysis of the sdh3Δ and reference strain.** Results obtained from the t-test and q-test. Click here for file

Additional File 2 **Reporter features.** Complete list of reporter TFs, reporter GOs and reporter metabolites. Click here for file

Additional File 3 **Promoter analysis.** List of all the significantly changed genes that have Abf1 binding motif in their promoter region. Click here for file

Additional File 4 **Supporting information.** Detailed discussion on phenotypic effects observed in the *sdh3*Δ mutant and reporter metabolites analysis. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

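RNA from 2 *sdh3*Δ samples, grown in aerobic batch culture and taken at 20 g/liter of glucose from a start of 40 g/liter, was measured on Yeast Genome S98 arrays. The deposited values are intensities on a linear scale: the authors scaled the scans with Microarray Suite, version 5, and computed 1 intensity for each of 9335 probe sets with the Perfect Match model of dChip after its normalization. Of these probe sets, 60 are controls, 6504 have 1 gene in the array annotation, 328 have several and 2503 have none; 11 have a value at or below 0 on an array and were left out on the log2 scale. Genes were named through the array annotation and the R64 gene table, in which all 6504 were found, for 5656 genes; no coordinates were used. For gene lists, plain probe sets of a gene were averaged on the log2 scale, and other kinds were used only for a gene without one.

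The reference values are those of Additional file 1, 3 arrays of an earlier study, held here for the first 1996 of 6679 rows sorted by p-value. Strain, study and array batch cannot be told apart. Because these rows were selected by their p-value, no overlap or set test was run on them, and the same holds for the lists of changed genes, which hold 433 genes here. The test was limma's moderated test (limma 3.58.1 in R 4.3.3), two-sided, on log2 values of 2 mutant and 3 reference arrays with 3 residual degrees of freedom. The prior variance of 0.256 was estimated from the 2 deposited arrays over all probe sets. Since limma gave infinite prior degrees of freedom, 1 standard error of 0.46 held for all genes. The 3 residual degrees of freedom, and with them the spread of each gene and of the reference arrays, thus carried no weight. With 1 mutant array left out it was 0.58. P-values were adjusted by Benjamini-Hochberg over 6679 rows, with rows not held at a p-value of 1, and the threshold was an adjusted p of 0.05. The number of arrays limits the precision.

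Tests were also run on simulated data. For the test between strains, the mean values and 1 variance for all genes came from the deposited arrays, with no difference between studies. Of 40 genes each simulated at a log2 change of -3, -2, -1, 1 and 2 for *sdh3*Δ against the reference among 6679 genes, 100% (at -3), 82.5%, 7.5%, 15% and 87.5% were called, with 5 unchanged genes called. Differences between the mutant arrays were described by the log2 ratio per gene, and a list's median was placed among 10000 random lists of its size matched on mean value in 20 bins. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

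The samples, tests, gene lists and alternatives were fixed before the deposited values were examined. The rows of Additional file 1 used here had been seen by then. They hold the reference values, and mutant values equal to a deposited probe set in 1968 of 1996 rows. The comparison between strains was therefore not planned blind to its data. Added afterwards were 4 alternatives. They were a prior variance within 10 bins of mean value, adjustment over 6079 ORFs, values raised to background, and a limit to genes whose mutant arrays differ by less than 2-fold. Background was the highest of 19 probe sets of genes absent from yeast, 54.8 on array 1 and 92.1 on array 2 and for the reference. Rows were left out where neither strain was above it. In Additional file 1, which holds mutant values too, a few short genes had been noticed before the correlation with length was planned. Its rows had also been seen when the rule for named genes was written. It takes every gene that the paper names in its text, Table 4, the boxes of Figure 1 and Figure 2; the 10 largest increases and 10 largest decreases among called genes with a symbol; up to 4 members of each list with the smallest adjusted p; and the 10 named probe sets with the largest difference between the mutant arrays in each direction, among those above the median value. Differences between the mutant arrays by list, by length and in the control probe sets were explored before the closing tests were written, so those tests came after their results. The planned share of promoters with the motif TCGTCA was not computed, since no genome sequence was used here.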

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

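The use of each test in this part to weigh an explanation was chosen after the results were seen. So were the length of the genes over 4-fold lower and the count of gene lists outside the random range. Planned before the deposited values were examined were limma's test, the values per gene list, the correlation with gene length, the leaving out of single arrays and the shift of 0.5. The rows of Additional file 1 used here, with their mutant values, had been seen by then. Short genes noticed in Additional file 1 had prompted the correlation with length. Signals appear in control probe sets that the paper does not report. The *URA3* control probe set had an intensity of 3295 on *sdh3*Δ array 1 and of 814 on array 2, against a median of 29.8 and 47.0 for 19 probe sets of genes absent from yeast. The 18S rRNA control probe sets had a median of 255 on array 2 and of 72.2 on array 1.

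The *sdh3*Δ arrays differ from each other, and array 2 lies farther from the reference among genes called lower: over these 681 genes the median log2 ratio to the reference mean was -1.47 for array 1 and -2.01 for array 2. Over all 1996 rows held the medians were -0.93 and -1.04, and over the 48 genes called higher 1.510 and 1.518, nearly the same for both arrays. On array 2 alone 351 of the called genes were not above background, 92.1 there and 54.8 on array 1, so how far it lies is uncertain for them. A difference that depends on signal level alone is argued against by the gene lists after quantile normalization. Of 33 lists, 9 lay outside the central 95% of random lists matched on mean value. The upper binomial bound for independent lists is 4, and since some lists share genes, this bound is approximate. Loss of short transcripts stays open: across genes, the Spearman correlation of the ratio with annotated length was -0.09, opposite to such a loss, but the 62 protein-coding genes over 4-fold lower on array 2 had a median length of 614.5 bases (introns included where annotated) against 1250 bases (1249.5) for all. A different growth state of the second sample, whether or not it came from another culture, may also be the source, as nucleolar genes had a median of -0.63. Cytosolic ribosomal protein genes had one of 0.03 (0.026), with 37 lower and 38 higher, which is low for their signal level, at percentile 0.04 of matched random lists, and was -0.17 after quantile normalization, below all of them. A shift relative to matched lists without a decrease in most members leaves the growth state open, and with 1 array per replicate it and the loss of short transcripts cannot be told apart. Other technical sources were not tested. All 9 bacterial hybridization controls were higher on array 2, by ratios of 1.23 to 1.57, and all 19 probe sets of genes absent from yeast by 1.37 to 1.85. Over 199 pairs of probe sets of 1 gene, the log2 ratios between arrays had a Pearson correlation of only 0.38.

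*URA3*, for orotidine phosphate decarboxylase, had an intensity of 40.3 ± 3.22 (SD, n = 2) in *sdh3*Δ on its own probe set, not above background on either array, against 325 ± 53.7 (SD, n = 3) in Additional file 1. By this probe set it was at least 4.53-fold lower, a log2 difference of -2.178 with values raised to background (adjusted p = 1.9e-04 from limma). On the values as given the adjusted p was 2.0e-08. The strain used for the deletion carries a *ura3* allele, and its medium held uracil, so either may be the source. The *URA3* control probe set gave 3295 and 814 on the same arrays, far above background, so the 2 probe sets disagree on the level in *sdh3*Δ. For the control probe set no reference value was used here, so the decrease rests on the other one alone. Of 9 other genes of pyrimidine synthesis and uptake, 0 were in the rows of Additional file 1 used here, and so 0 were lower past the threshold. Of 10 genes measured, 1 were lower, 0 were higher, 0 did not pass the test and 9 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. Without values of these genes in both strains the allele, the medium and the deletion itself cannot be told apart.

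Of the called genes, 93.4% were lower in *sdh3*Δ. Array 2 as the whole source of this excess stays open: without it 93.1% of calls were lower, 122 in place of 681, but the rows used here had been selected with array 2 included, and 88.2% of them were lower to begin with. A uniform difference in scaling between the strains stays open: with all mutant values raised by 0.5 on the log2 scale, 72.3% of calls were lower, but such a shift lowers this share whatever its source. Since rows beyond a p-value of 0.0892 were not used, the median over all genes is not known here, and array 2, the scaling and a biological excess of decreases cannot be told apart.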

How the results depend on the processing

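The planned counts were 48 higher and 681 lower. With the prior taken from the rows of Additional file 1 held here they were 146 and 1486, with mutant values raised by 0.5 on the log2 scale 98 and 256, and with Student's test on log2 values 19 and 99. The methods' t-test gave 33 higher and 98 lower after Benjamini-Hochberg, and its unequal-variance form 0 and 0, with 1406 genes at an unadjusted p of at most 0.05. Leaving out 1 array at a time gave 9 to 42 higher and 122 to 564 lower: 9 and 122 without *sdh3*Δ replicate 2, 16 and 530 without *sdh3*Δ replicate 1, 27 higher without reference replicate 2 and 29 without reference replicate 3. Among alternatives chosen after seeing the data, a prior within 10 bins of mean value gave 18 higher and 803 lower, and values raised to background 25 and 337. Of 67 named genes with a call, all 67 lost it under the unequal-variance form, 55 under the methods' t-test, 54 under Student's test on log2 values, 39 without *sdh3*Δ replicate 2, 16 with values raised to background and 10 without replicate 1. The sign turned with the shift of 0.5 for *ADH1* (0.082), *COX5B* (0.10) and *ICL1* (0.18), none of them called, with values raised to background for *HAP1* (-0.082), not called either, and the median array difference of cytosolic ribosomal proteins turned to -0.17 after quantile normalization. The correlation of the mutant arrays was 0.87 and the SD of their log2 ratio 0.83 over probe sets at or above the median value, and 0.90 and 0.72 over those named for a gene; the correlation with length was -0.048 over the brighter probe sets. The turns with the shift follow from the shift itself, since these decreases were smaller than 0.5 in size. That of *HAP1* follows from raising its reference values to 92.1, above its value of 82.2 on mutant array 1. The cause of the other changes was not tested, apart from fewer arrays or genes in settings that leave some out. No paired analysis was possible because the deposited labels hold 1 group only. The share of promoters with TCGTCA and its 3 alternatives were not run. Signal over background was not given per probe set. Against probe sets of genes absent from yeast, 186 of the 729 called genes were not above background on either mutant array and 351 on array 2 alone, so their differences are bounds, and 24 of the 48 genes called higher had a reference mean not above it.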

Differences from the paper's values

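The paper reports 307 genes after its q-test at its stated correction; limma with Benjamini-Hochberg at an adjusted p of 0.05 gave 729. Of the alternatives set before the deposited values were examined, raising the mutant values by 0.5 on the log2 scale gave 354. Only 86 of the paper's 307 genes were among them, against 155 by limma on the values as given. The count of 354 is within 1.5 times of the paper's. The others were not: 1632 with the prior from the held rows, 131 with the methods' t-test, 0 with its unequal-variance form (1406 genes at an unadjusted p of at most 0.05), 118 with Student's test on log2 values, 719 with deposited mutant values, 565 with a mean of at least 100, and 131 to 606 with 1 array left out. Values raised to background, an alternative chosen after seeing the values, gave 362, within 1.5 times of the paper's count, with 86 of the paper's 307 genes among them against 155 by limma on the values as given.

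For the regulators of Table 4 the unadjusted p-values from limma differ from the paper's: for *HAP4* the paper gives 0.037 and limma 6.6e-05, for *SLN1* 0.008 and 0.043, for *TRS130* 0.015 and 0.054, for *HAP2* 0.007 and 0.016, and for *YHP1* 0.020 and 0.19. Under the unequal-variance form of the methods' test all 5 are within 1.5 times of the paper's values, and under Student's form those of *SLN1*, *TRS130* and *YHP1* are. The p-values printed in Additional file 1 equal the unequal-variance form in every row used here, to within 0.000114 on the log10 scale, while the methods name Student's t-test. The paper's 307 genes and the 0 from that form here thus differ in the correction for multiple testing, not in the p-values. For *ABC1* the printed q-value was 0.048, against an adjusted p of 0.14 by Benjamini-Hochberg on the unequal-variance form.

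The paper names *HAP2*, *HAP1*, *AUS1*, *EKI1*, *ERG25*, *ERG5* and *ERG9* among changed genes, the respiratory genes *COX15*, *COQ3*, *ABC1*, *ATP18*, *CBP4*, *COQ5*, *COX10*, *COX18*, *COX20*, *COX5B*, *HEM3* and *HEM14*, and in Figure 1 *ACS2*, *ADH1*, *ADH4*, *ENO1*, *GND1*, *GPM1*, *ICL1*, *IDP1*, *IDP2*, *KGD1*, *KGD2*, *PDB1* and *TPI1*. It lists *SLN1*, *TRS130* and *YHP1* as reporter regulators, whose own expression it says need not change. Of the genes named here, *TRS130*, *COX5B* and *IDP2* were not above background in either strain. The differences of all the genes named here have the direction printed in Additional file 1 and did not pass limma's test. With 1 standard error for all genes, that test passed no log2 difference under 1.29 in size, however close the replicates. In the simulation it called 7.5% of genes lowered by 1 and 15% of those raised by 1. Not passing is therefore no evidence that a gene was unchanged. With the prior from the held rows all of these passed except *COQ3*, *COX10*, *COX20*, *COX5B*, *ADH1*, *ENO1*, *GND1*, *ICL1*, *IDP1* and *PDB1*. Under both the methods' t-test and Student's test on log2 values *EKI1*, *ATP18*, *COX18*, *HEM3* and *IDP2* passed, with *ADH1* under the first alone and *CBP4* under the second alone. *AUS1*, *COX15* and *IDP1* passed with the mutant values raised by 0.5, and *IDP1* without reference replicate 1. Of alternatives chosen after seeing the values, *EKI1* passed with a prior within 10 bins, which drops 9 of the named genes called, and *IDP1* with adjustment over 6079 ORFs, which drops none. The paper states that *EPT1* is lower, counts *COX14* among exceptions to the decrease and draws *PFK2* as higher, and no reference value of these was used here.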

Other observations

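Vacuolar ATPase, stress and retrograde genes stand outside the groups described so far. *VMA2*, a subunit of the vacuolar proton pump, had an intensity of 1645 ± 23.1 (SD, n = 2) in *sdh3*Δ against 592 ± 35.9 (SD, n = 3) in Additional file 1 and a log2 difference of 1.48 (adjusted p = 0.017 from limma), while *VMA13* and *VMA1* had -0.94 and -0.66 and did not pass. Of 12 genes measured, 0 were lower, 1 were higher, 2 did not pass the test and 9 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 1 higher. *SSA4*, an Hsp70 chaperone, was not above background in replicate 2 and was at least 2.43-fold lower. Its call by limma on the values as given (adjusted p = 0.016) was lost with values raised to background. *SSA3* was not above it in either mutant replicate, and *TPS2*, whose reference was not above it, did not pass. Of 13 genes measured, 1 were lower, 0 were higher, 2 did not pass the test and 10 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 0 higher. Of genes of the retrograde response, by which mitochondrial defects alter nuclear expression, *PYC1* was higher and *IDH1* lower. Of 6 genes measured, 1 were lower, 1 were higher, 0 did not pass the test and 4 lay outside the part of Additional file 1 used here, and adjusted over the list alone 1 were lower and 1 higher. Without *sdh3*Δ replicate 2 none of *VMA2*, *SSA4*, *PYC1* and *IDH1* passed, while 131 genes in all did, and the methods' t-test kept *VMA2* and *PYC1*. For cytochrome c: Of 2 genes measured, 0 were lower, 0 were higher, 0 did not pass the test and 2 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher. For mitochondrially encoded genes: Of 8 genes measured, 0 were lower, 0 were higher, 0 did not pass the test and 8 lay outside the part of Additional file 1 used here, and adjusted over the list alone 0 were lower and 0 higher.

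Between the *sdh3*Δ arrays, *RPL39* had intensities of 2264 and 165 on arrays 1 and 2, *ZEO1* 1805 and 164, *ATX1*, a copper chaperone, 715 and 67.5, *RPL38* 2069 and 205, *RPS1A* 1980.1 and 205, *TSC3* 399 and 42.2 and *CCT5* 579.6 and 67.5. *RPS10B* had 2525 and 215 on a probe set shared within a gene family, and *SNR61* 963 and 115. In the other direction *RDN37-1*, of the rRNA repeat, had 133 and 793, *TOS6* 653 and 2360 (2359.5), *RPA14* 755 and 2526, *DPM1* 1069 and 3434, *IMG1* 645 and 2030.3, *PRY1* 535 and 1623, *YAT1* 253 and 765, *GVP36* 831 and 2481, *ATO2* 41.3 and 123 and *YDR034C-A* 39.8 and 118. Of these values, those of *ATX1*, *TSC3* and *CCT5* on array 2 and of *ATO2* and *YDR034C-A* on array 1 were not above background. The 3 prime over 5 prime ratio of *ACT1* was 1.02 and 1.13 on arrays 1 and 2, that of *SPT15* 1.027 and 0.927, and that of *SRB4* 2.74 and 1.17, a log2 change of -1.23.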
